A study of Mus musculus with 2 samples. Its data were reported in "Xist-mediated silencing requires additive functions of SPEN and Polycomb together with differentiation-dependent recruitment of SmcHD1" (2022).

How the data were processed

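Messenger RNA was sequenced from uninduced iXist-ChrX-Dom mouse embryonic stem cells (mESCs), a female XX line from a cross of Mus musculus domesticus with castaneus. In this line the Xist promoter of the domesticus X chromosome was exchanged for a doxycycline-inducible one, and no doxycycline was given (0 h). The series holds 1 group of 2 replicates, so there is no comparison between treatments. Replicates were taken as numbered in the labels. The sample descriptions carry a letter b that the names of the count columns lack, so columns were matched to samples by the rest of the name. That both name the same libraries could not be checked further.

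The deposited count table was made by the authors with featureCounts (version 1.5.2 per the file headers), which counted whole fragments, in reverse-stranded mode, over transcript features summarised by gene. A fragment lying anywhere in the transcribed span of a gene, exon or intron, was therefore counted for that gene, and a fragment lying in 2 genes of the same strand was counted for neither unless the option for multiple overlaps was on. The annotation was a non-redundant set of long RNAs on mm10. For its chromatin RNA libraries the study aligned reads with STAR to an mm10 genome masked at strain variants and kept unique hits. The alignment of the mRNA libraries themselves is not stated. The table listed 22556 genes, of which 908 were X-linked, 21630 autosomal and 18 Y-linked. Its length column equalled the union of the transcript spans for all 22556 genes, introns included.

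Total counts were 23716499 in replicate 1 and 20275749 in replicate 2. With these totals, a count of 0 allows up to 3 counts, or 0.126 and 0.148 counts per 1000000 (CPM). Intervals and such floors cover counting error only, because reads without molecular identifiers are not independent molecules.

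TPM was computed from the deposited counts as counts per kb scaled to 1000000 per library, with the deposited length column, and the 2 replicates were averaged as in the study's methods. Because that length includes introns, it is called span length here. The study describes these data as having very few intronic reads, which a length with introns does not match. Most results built on TPM were also computed with an exonic length and with no length (CPM), but the replicate correlations were not. The exonic length was the union of the exons of the GENCODE M21 basic annotation (GRCm38, the assembly of mm10). Exonic lengths were matched by symbol for 21222 genes and by an older symbol for 863, together 97.9% of the genes. The median span was 15760.5 bp and the median exonic length 2799 bp. GC content was taken from the longest GENCODE M21 transcript of each gene. The share of that transcript's 50-base words that also occur in pseudogene transcripts was used to mark genes whose reads can be shared with copies elsewhere.

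Replicate agreement was measured by Pearson's r and Spearman's rho of log2(TPM + 1) across genes, by the common dispersion of edgeR (version 4.0.16, R 4.3.3, TMM factors, intercept-only design, after its expression filter), and by a two-sided exact binomial test of the 2 counts of each gene against the ratio of library totals, with Benjamini-Hochberg adjustment at 0.05 over genes with at least 10 counts in total. That test compares these 2 libraries, not conditions. A log2 ratio between replicates was taken on CPM after adding 0.5 counts. Chromosome shifts were medians of this ratio over genes with at least 50 counts in each replicate. The X to autosome ratio divided the median TPM of X-linked genes by that of autosomal genes, each with a mean TPM of at least 1. For a single replicate, with or without GC matching, the minimum was applied to the TPM of that replicate. With 20 chromosomes, an exact permutation test on rank could not give a two-sided p below 0.1, so chromosomes are only ranked. For GC matching, autosomal genes were weighted to the GC distribution of the chromosome under study over 20 quantile bins. A GC trend between replicates was a polynomial of degree 3 fitted on autosomal genes.

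Class comparisons used the membership lists of the study's gene classification, 246 X-linked genes in the iXist-ChrX-Dom line and 399 in the reciprocal iXist-ChrX-Cast line, as lists only. These classes were defined on chromatin-associated RNA, and all 246 genes were found in the count table. A two-sided rank-sum statistic was tested with 100000 permutations of the class labels over genes, and 4 class comparisons were adjusted together by Benjamini-Hochberg. The smallest p these permutations can give is 1e-05. Genes, not samples, are the units of these tests, and neighbouring genes are not independent. Distance from Xist ran from the 5′ end of each gene to the 5′ end of Xist at position 103483233 of the X chromosome (mm10). Marker lists for ES cells, neural precursors, feeder fibroblasts, primitive endoderm and Y-linked genes were written before the data were examined. The median of each list was placed among 10000 random lists of the same size. Genes named in the text are Xist and Tsix, the 5 X-linked genes with the highest mean TPM, the 3 X-linked genes with the largest replicate difference past the binomial test, the markers and silencing factors the study works with, and members of the marker lists. Not every gene under this rule is reported here. Any other gene is said to have been chosen after its values were seen.

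The scripts were tested on simulated data. The binomial test called 189 of 200 genes changed 2-fold and 7 unchanged genes, among 14485 genes tested. The class test called 5.0% of 100 lists without a shift and 92.0% of 100 lists with a 2-fold shift, each of 246 genes. Over 200 simulated data sets of 500 X-linked genes and a true ratio of 1, GC matching gave a mean ratio of 1.00 with an SD of 0.0427, against 1.74 without matching. These repeats replaced a single simulated data set, which by chance had missed the true ratio by more. The simulated genes varied less in expression than the real X-linked genes. The SD of 0.0427 is therefore not the error of the matched ratio in the data. The edgeR step recovered a biological coefficient of variation of 0.199 where 0.2 had been simulated, over 13037 genes. Other software was python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and, for alternative size factors, DESeq2 1.42.0.

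Alternatives planned before the data were examined covered the pseudocount, count and TPM minima, the gene length, the scaling, gene subsets, the permutation strata, the gene lists of the reciprocal line and leaving out each replicate. GC matching, removal of the GC trend, TMM scaling of the binomial test expected counts from the GC trend, permutation within GC tertiles and exonic length with the classes of the reciprocal line were added after the data had been seen.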

Results

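Libraries of polyadenylated RNA were analysed from 2 replicates of the iXist-ChrX-Dom line, mESCs in which Xist had not been induced. The series was made to rank genes by their expression before silencing starts. The questions were therefore how precisely initial expression was measured, and how it was distributed over the X chromosome and over the gene classes of the study. Replicate 1 held 23716499 fragments assigned to genes and replicate 2 held 20275749. At least 10 counts were found for 13834 genes in replicate 1 and for 12778 genes in replicate 2. A mean TPM of at least 1 was reached by 11877 genes, 532 of them X-linked. The 10 most counted genes took 4.50% of the counts in replicate 1 and 4.79% in replicate 2.

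The replicates ranked genes alike but differed well beyond sampling noise. Across 22556 genes, log2(TPM + 1) gave a Pearson's r of 0.983 and a Spearman's rho of 0.967 (genes are not independent replicates). The biological coefficient of variation from edgeR was 0.277 over 12648 genes, and without TMM factors, the alternative that moved it most, it was 0.317. In the exact binomial test, the 2 counts of 8842 of 14536 genes differed beyond sampling noise at an adjusted p of 0.05, which is 60.8% (95% Wilson interval 60.0 to 61.6%). Of these, 2202 were higher in replicate 2 and 6640 were lower, so that 24.9% were higher. TMM factors shift every log2 ratio by 0.22, and with them 8396 genes passed, 46.8% of which were higher in replicate 2.

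The difference between replicates followed GC content. Over 9216 autosomal genes with at least 50 counts in each library, the log2 ratio of replicate 2 over replicate 1 had a Spearman's rho of −0.65 with the GC content of the transcript. Its median was 0.31 for the 672 genes with up to 40% GC and −0.72 for the 768 genes above 56% GC. Within each library, CPM fell with GC content over the same genes, with a rho of −0.43 in replicate 1 and −0.53 in replicate 2. Removing the GC trend lowered the SD of the log2 ratios from 0.53 to 0.42.

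**Figure D1:**
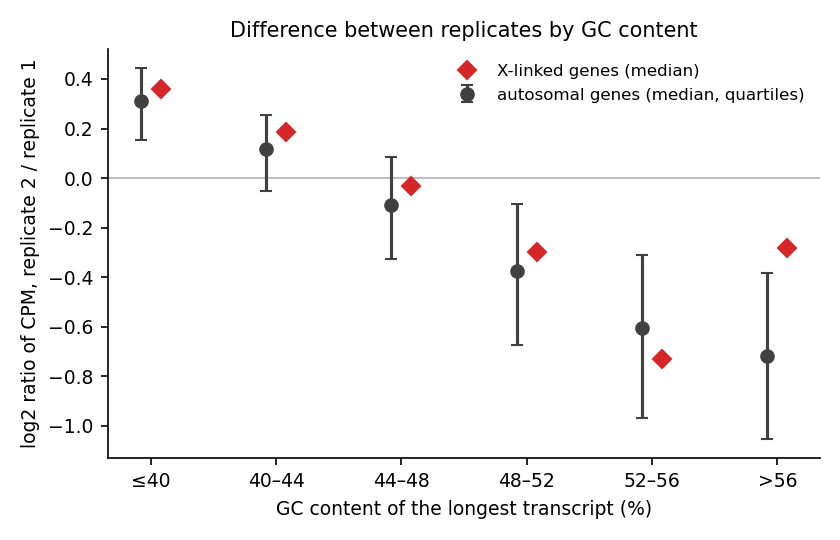
Median log2 ratio of CPM between replicate 2 and replicate 1 (vertical axis) in 6 classes of transcript GC content in percent (horizontal axis), for autosomal genes (circles, bars from lower to upper quartile) and X-linked genes (diamonds). Autosomal medians fall from 0.31 to −0.72, and the X-linked median of the last class rests on 15 genes.

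Expression from the X chromosome was compared with the autosomes because the line carries a pair of X chromosomes and neither had been silenced through the induced Xist. The median TPM of X-linked genes was 1.96 times that of autosomal genes, and the value was 1.98 in replicate 1 and 2.16 in replicate 2 (mean 2.07 ± 0.13, SD, n = 2). Each replicate was filtered on its own TPM, so these 3 ratios rest on different gene sets (11877, 12106 and 11358 genes in all). The X ranked first among 20 chromosomes, with a median of 25.7 TPM against 8.44 to 23.6 TPM for the 19 autosomes. With exonic length the ratio was 2.09. The filter on TPM moved the ratio most, to 2.86 with all genes that had a count, among the alternatives fixed before the data were examined. X-linked genes also had the lowest median GC content of the 20 chromosomes, 45.5% against 46.2 to 51.9%. Against autosomal genes weighted to the same GC content, a comparison added after the data had been seen, the ratio was 1.13, and the rank of the X was 4. The autosomes treated in the same way spanned 0.822 to 1.36. The matched ratio was 1.21 in replicate 1 and 1.23 in replicate 2, also at rank 4 in each.

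**Figure D2:**
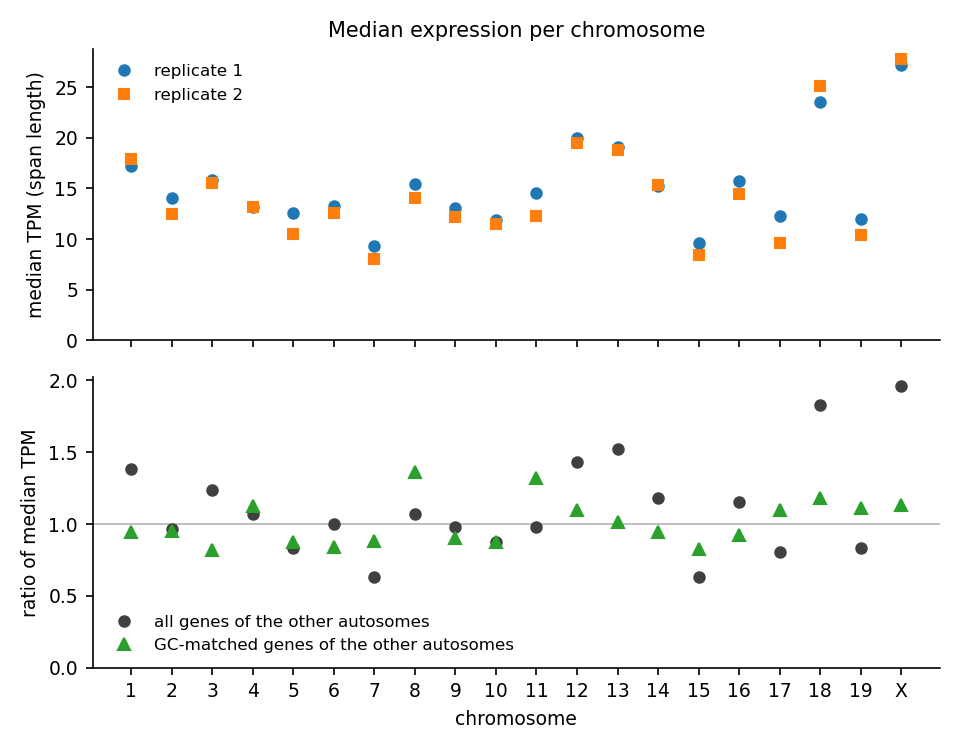
Top, median TPM (span length) of genes with at least 1 TPM on each chromosome in replicate 1 (circles) and replicate 2 (squares). Bottom, ratio of each chromosome's median TPM to that of all genes of the other autosomes (circles) or of GC-matched genes of the other autosomes (triangles), where the X falls from 1.96 to 1.13.

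X-linked genes took 7.82% of the counts in replicate 1 (95% Wilson interval 7.81 to 7.83%) and 8.27% in replicate 2 (8.25 to 8.28%), a mean of 8.04% ± 0.317 (SD, n = 2). The intervals do not overlap, so the replicates differed by more than counting error. The median log2 ratio between replicates was 0.03 for 452 X-linked genes (95% bootstrap interval 0.01 to 0.09) and −0.37 to −0.04 for the autosomes, which put the X above all 19. It also ranked first with minima of 10 and 200 counts. After the GC trend of autosomal genes was removed, the X shift was 0.08 at rank 3, within the autosomal range of −0.01 to 0.12.

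The study sorts X-linked genes into equal groups of low, medium and high initial expression. Here the 532 X-linked genes fell into 177 low genes with a median of 2.92 TPM, 177 medium genes with a median of 25.6 TPM and 178 high genes with a median of 161 TPM. The low group ended at 11.05 TPM and the high group began at 62.3 TPM. Each replicate alone put 470 of the 532 genes in the same group, which is 88.3% (95% Wilson interval 85.3 to 90.8%), and no gene moved between low and high. The choice of length mattered more than the choice of replicate. Span length and exonic length put 367 of 528 genes in the same group, which is 69.5%, and 3 genes moved between low and high.

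With span length, the 5 X-linked genes with the highest mean TPM were Rpl39, Bex1, Slc25a5, Wbp5 and Rps4x. Rpl39 (X chromosome, from 37082519) stood at 12387 ± 485 TPM (SD, n = 2) and Bex1 (from 136213971) at 9019 ± 888 TPM. Slc25a5 (from 36795651) reached 8703 ± 1321 TPM and Wbp5 (from 136245079) reached 8387 ± 1171 TPM. Rps4x (from 102184942) had 5090 TPM in replicate 1 and 1710 TPM in replicate 2. The values of Rps4x and Slc25a5 are uncertain, because 72.2% and 45.1% of their transcript's 50-base words also occur in pseudogene transcripts. Of 604 X-linked genes tested, 365 differed between replicates beyond sampling noise. The largest log2 differences among these were at low counts, with 14 and 0 counts for H2bfm, 13 and 0 for Slc38a5 and 11 and 0 for Efnb1.

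SPOC-dependent genes are X-linked genes that are hardly silenced when the SPOC domain of the Xist-binding repressor SPEN is mutated, and SPOC-independent genes are silenced further in that mutant. The 95 SPOC-dependent genes had a median of 62.3 TPM and the 151 SPOC-independent genes a median of 25.4 TPM, a log2 ratio of 1.30. A random dependent gene was the higher of a pair with probability 0.639 (permutation p = 0.00025, adjusted p = 0.0005). The log2 ratio was 1.28 in replicate 1 and 1.18 in replicate 2. With exonic length the medians were 81.7 and 38.3 TPM (adjusted p = 0.00171 in the same permutation test), and the smallest ratio among the alternatives was a log2 of 0.83 with CPM. SPOC-dependent genes also lay farther from Xist, at a median of 64.9 Mb against 32.3 Mb (permutation p = 0.0013, adjusted p = 0.0013). That difference also passed the threshold when labels were permuted within tertiles of TPM. According to the study, this line is not informative over the whole X, unlike the reciprocal line. The distances of the classes therefore describe only part of the chromosome.

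Genes of the line were also grouped by how fast they are silenced after induction. Slow genes (n = 82) had a median of 58.1 TPM, intermediate genes (n = 81) of 37.3 TPM and fast genes (n = 81) of 21.4 TPM. Slow genes exceeded fast genes by a log2 ratio of 1.44 (permutation p = 0.00022, adjusted p = 0.0005). With exonic length the medians were 58.5, 60.3 and 34.1 TPM, and the ratio of slow to fast genes was a log2 of 0.78 (adjusted p = 0.02, permutation). With CPM the ratio was a log2 of 0.02 and no longer passed the threshold (adjusted p = 0.301, permutation). With the classes of the reciprocal line the ratio was larger, at a log2 of 1.94 with span length (130 slow and 130 fast genes) and 1.57 with exonic length (added after the data had been seen), each with an adjusted p of 4e-05 (permutation). The CPM medians of those classes were 86.7 and 27.8, a difference that was not tested.

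The study also sorted X-linked genes by whether their silencing needs SmcHD1, a chromosomal protein. It did so with fibroblast lines from embryos without the protein, not in either mESC line. With span length, the 36 SmcHD1-dependent genes had a median of 66.4 TPM and the 67 not-dependent genes a median of 17.1 TPM, a log2 ratio of 1.96 (permutation p = 0.00057, adjusted p = 0.00076). Partially dependent genes (n = 83) had a median of 60.5 TPM, and the escapees (n = 9), which are also expressed from the inactive X, a median of 51.3 TPM. The ratio depended on replicate 1, at a log2 of 2.06 in replicate 1 and 0.97 in replicate 2. It also depended on the length. With exonic length the medians were 40.5 and 45.04 TPM, the log2 ratio was −0.16, and the difference was not detectable (adjusted p = 0.992, permutation). With span length and the larger gene set of the reciprocal line, dependent genes (n = 56) exceeded not-dependent genes (n = 101) by a log2 ratio of 2.28 (adjusted p = 4e-05, permutation). With exonic length and that gene set, a combination added after the data had been seen, the log2 ratio was 0.78. This difference did not pass the threshold (permutation p = 0.0731).

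**Figure D3:**
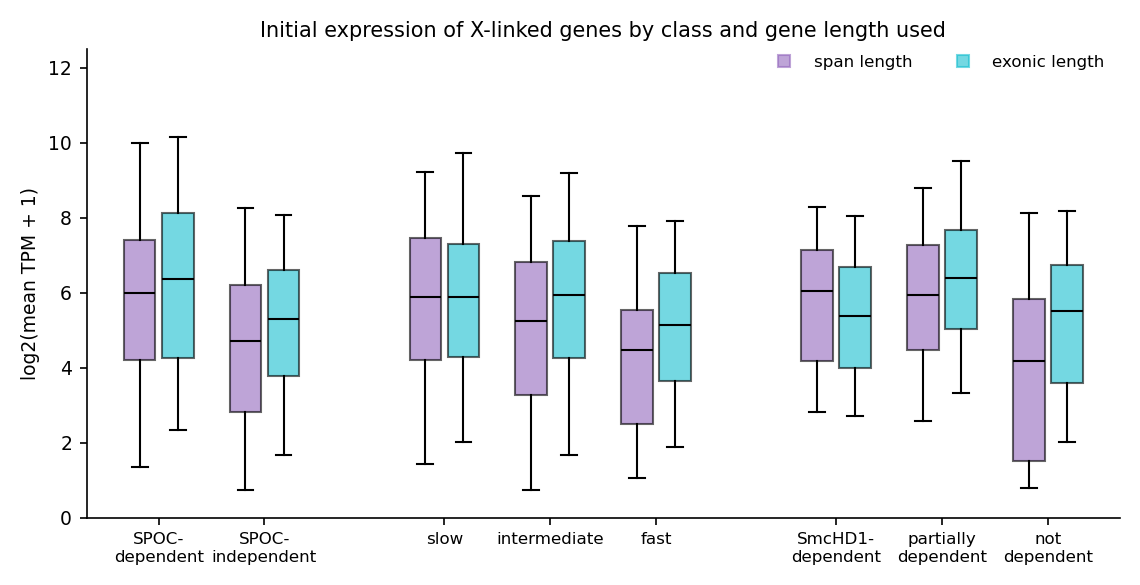
Initial expression as log2(mean TPM + 1) of X-linked genes by SPOC class, silencing rate and SmcHD1 class, with span length (left box of each pair) and exonic length (right box). Boxes show median and quartiles and whiskers the 5th and 95th percentiles; the SmcHD1-dependent and not-dependent medians are 66.4 and 17.1 TPM with span length but 40.5 and 45.04 TPM with exonic length.

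Expression and distance from Xist, both used as gene properties, were not detectably related to each other. Over 531 X-linked genes with at least 1 TPM, Spearman's rho between log2 TPM and distance was −0.024 (permutation p = 0.588) and Pearson's r was −0.034 (permutation p = 0.432). This correlation is across genes, and neighbouring genes are not independent.

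Xist (X chromosome 103460372 to 103483233, minus strand, mm10) had 719 counts in replicate 1 and 452 in replicate 2, which is 19.3 ± 2.62 TPM (SD, n = 2). Its rank by mean TPM among X-linked genes was 302. Its antisense partner Tsix, counted separately by strand, had 2312 and 2007 counts, or 31.2 ± 2.88 TPM. With exonic length Xist stood at 4.76 ± 0.824 TPM and Tsix at 52.7 ± 2.85 TPM, so the distance between them depended on the length. No induced sample was analysed here.

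Of the silencing factors reported here, Hnrnpk was highest with span length at 1034 ± 175 TPM (SD, n = 2). Ncor1 followed at 71.1 ± 8.85 TPM, Smchd1 at 60.0 ± 10.1 TPM and Pcgf3 at 42.7 ± 8.59 TPM. Pcgf5 stood at 13.9 ± 1.75 TPM and Spen at 6.17 ± 1.64 TPM. Hdac3 differed most between replicates among these factors, at 23.6 TPM in replicate 1 and 9.09 TPM in replicate 2. The order depended on the length. With exonic length Hnrnpk was at 511 ± 67.3 TPM, Smchd1 at 214 ± 27.9 TPM and above Ncor1 at 172 ± 14.9 TPM. Transcript GC content ranged from 40.4% for Pcgf5 to 57.6% for Spen among these factors. CPM fell with GC content in both libraries, and the order does not account for that.

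With span length, the 15 ES cell markers had a median of 150 TPM, higher than that of all 10000 random lists, and 13 of them reached 10 TPM. Nanog stood at 1263 ± 8.88 TPM (SD, n = 2) and Klf2 at 407 ± 115 TPM. Pou5f1 and Dppa5a differed strongly between replicates, with 1129 and 142 counts for Pou5f1 and 2915 and 298 counts for Dppa5a. Sox2 had 0 counts in both libraries, but it lies wholly inside another annotated gene on the same strand, where fragments are ambiguous, so its expression cannot be read from this table. The 12 neural precursor markers had a median of 0.364 TPM, at percentile 19.2 of the random lists. Of the 2 neural markers the study uses, Nes stood at 12.9 ± 0.125 TPM and Vim at 233 ± 25.8 TPM. With exonic length Nes was at 3.81 ± 0.183 TPM and Vim at 174 ± 12.6 TPM. The 8 primitive endoderm markers had a median of 0.971 TPM, at percentile 37.0. The 18 fibroblast markers, which would come from feeder cells, had a median of 0.187 TPM, at percentile 8.07. Among these, Fn1 at 76.9 ± 3.86 TPM, Twist1 at 36.8 ± 3.03 TPM and Sparc at 28.8 ± 11.2 TPM exceeded 10 TPM. With exonic length Twist1 fell below that level, at 9.38 ± 0.414 TPM.

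The line is female, and the Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had 0 counts in both libraries, which allows up to 0.126 CPM in replicate 1 and 0.148 CPM in replicate 2. All 18 Y-linked genes together had 701 and 628 counts. All but 1 of these counts fell on Erdr1, a gene named here after its values were seen.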

Values the study reported

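The study analysed 246 X-linked genes in the iXist-ChrX-Dom line and 399 in the iXist-ChrX-Cast line. It classified 56 genes as dependent on SmcHD1, 143 as partially dependent and 101 as not dependent. Silencing half-times of the 2 lines were correlated with a Spearman coefficient of 0.82.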

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

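The test in this part was chosen after the result was seen. Erdr1 had 701 counts in replicate 1 and 627 in replicate 2, on the Y chromosome of a female line and outside the comparisons on X-linked and autosomal genes. That is far above the 3 counts that a count of 0 allows. RNA of male cells would bring the other Y-linked transcripts with it, but the 17 other Y-linked genes held 1 count in both libraries together, and Ddx3y, Eif2s3y, Kdm5d and Uty held none. The tables therefore argue against male cells as the source. Reads from a copy of Erdr1 elsewhere, such as on the part of the X that pairs with the Y, were not tested, and no biological explanation was tested, because the series has 1 group.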

How the results depend on the processing

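Of 102 alternatives over 21 results, 64 left a result unchanged by the measure set for the result: direction and side of the threshold for a test, the spread between replicates or an interval for a value, and a factor of 1.5 for a count of genes. By that last measure the number of genes detected counts as stable, although it ran from 8362 with at least 5 TPM to 15574 with at least 0.1 TPM. Of the rest, 32 moved a value, 2 weakened a result and 4 reversed one. Some of the 64 could not have come out otherwise. A single replicate always lies within the SD of 2 replicates around their mean. This fixed the single-replicate alternatives of the X share, the Xist level and the Y-linked counts. Spearman's rho cannot change with the pseudocount. Removal of the GC trend was counted as unchanged for the X shift, although the X moved from rank 1 to rank 3. No paired analysis was possible because the series has 1 group.

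The gene length had the widest effect on the class comparisons. The ratio of SmcHD1-dependent to not-dependent genes reversed from a log2 of 1.96 to −0.16 with exonic length and to −0.75 with CPM, and neither passed the threshold. With the larger gene set of the reciprocal line, the SmcHD1 log2 ratio was 2.28 with span length (adjusted p = 4e-05, permutation). With exonic length the ratio of that set did not reverse, at a log2 of 0.78 for 56 against 101 genes. It did not pass the threshold either (adjusted p = 0.0731, permutation). Slow against fast silencing genes fell to a log2 of 0.019 with CPM (adjusted p = 0.301, permutation; 4e-05 to 0.301 over the alternatives of that result), but reached 1.94 with the classes of the reciprocal line and 1.57 with those and exonic length. SPOC-dependent genes were above SPOC-independent genes under all alternatives tried for that comparison, with a log2 ratio from 0.83 to 1.30. The SPOC distance difference also passed under both of its alternatives. Across the 2 fits that each left out one replicate, the log2 ratio ran from 1.18 to 1.28 for SPOC, from 1.35 to 1.48 for silencing and from 0.97 to 2.06 for SmcHD1. The SmcHD1 ratio was 0.97 without replicate 1, and the cause of that drop was not tested.

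Pearson's r was 0.979 with a pseudocount of 0.1 and 0.977 for genes with at least 10 counts in each replicate, where Spearman's rho was also 0.977. The biological coefficient of variation was 0.274 with DESeq2 size factors, 0.317 with total counts only and 0.294 without a filter. The share of genes beyond sampling noise was 65.2% with at least 10 counts in each replicate, 57.8% with TMM factors and 45.5% with expected counts from the GC trend. The SD of log2 ratios was 0.42 after the GC trend was removed.

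The X to autosome ratio was 2.75 with at least 0.1 TPM, 1.60 with at least 5 TPM and 2.86 with all counted genes. With GC-matched autosomal genes it was 1.13 with span length and 1.16 with exonic length. It ran from 1.98 to 2.16 across the 2 single replicates. The X shift between replicates was 0.26 with TMM factors, which move every chromosome alike. Replicates agreed on the expression group of 82.1% of the genes of the study's own list. The correlation of expression with distance changed sign around 0, to 0.024 at 5 TPM and 0.0059 with all counted genes, and ran from −0.036 to 0.0098 across single replicates.

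Xist was at 4.76 TPM with exonic length and 26.3 CPM without a length. The percentile of the neural precursor list was 4.51 with exonic length, 7.28 with CPM and 19.4 to 22.1 across single replicates. That of the fibroblast list was 5.13, 10.1 and 5.65 to 7.25, and that of the primitive endoderm list was 43.5 with CPM. Counts on the 4 listed Y-linked genes were 0. Where neither this part nor the next one names a test of the cause, the cause was not tested. At a median of 43 and 22 counts per gene, the depth limits the ratio between replicates for the lower part of the table.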

Other observations

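The tests of unspliced RNA, pluripotency, transcript length, class lengths, male RNA and feeder RNA were chosen after the result in question had been seen. So were the class comparisons within GC tertiles with exonic length and the GC matching by replicate. In the other tests the deciding value had not been seen when the test was written.

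The counts of the 2 replicates differed beyond sampling noise for most genes tested. A GC content bias between libraries is a candidate explanation for part of this, with a Spearman's rho of −0.647 between log2 ratio and GC content. It was not the whole cause, because 45.53% of 14358 genes still differed beyond sampling noise with expected counts from the GC trend. Reads shared with pseudogenes were argued against as the cause for most genes, because 43.41% of the 11101 genes that share no 50-base word with a pseudogene still differed by the same measure. For the 53 genes that share at least 50% of their words this explanation stays open, since their median GC residual of 0.0053 decides nothing where single genes can go either way. More unspliced RNA in one library stays open, since the partial rho of the residual with the ratio of span to exonic length was 0.189, between the values set for and against it. A change of cell state stays open too. The median residual of 13 ES cell markers was −0.21, at percentile 0.07 of matched random lists, and 10 of 13 lay below the trend. Only 4 did so by more than 1 SD, Nanog lay close to it (−0.03), and Zfp42, Sall4 and Klf4 lay above it (0.25, 0.27 and 0.54). No group of the series bears on it.

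Between replicates, Pou5f1 fell by 2.76 and Dppa5a fell by 3.06 on the log2 scale. Both stood at percentile 0.5 of the 200 genes nearest to each in GC content and transcript length, which argues against these properties together as the cause. Pou5f1 shares 0.99% of its 50-base words with pseudogenes, which argues against shared reads for that gene, while Dppa5a shares 28.2%. Hdac3, which shares none, was also at percentile 0.5. What set these genes apart remains open.

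The X to autosome ratio near 2 and the X shift between replicates both went with the low GC content of X-linked genes. Against GC-matched autosomal genes the ratio was 1.132 with mean TPM, 1.21 in replicate 1 and 1.23 in replicate 2, each inside the range of the autosomes treated alike, and the X shift after removal of the GC trend was 0.0846, also inside it. This is consistent with a GC content effect on both values, but it does not tell a technical GC bias from a real link between GC content and expression. The ratio from these libraries may therefore overstate X dosage, and whether both X chromosomes were active was not tested here.

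The higher span TPM of SmcHD1-dependent genes may come from intron length. The study describes these data as having very few intronic reads. Where that holds, dividing by span length lowers the TPM of genes with long introns. The median log2 of span over exonic length was lower in dependent than in not-dependent genes by a difference of −2.282 (permutation p = 1e-05, the smallest the permutations can give), which lowers the span TPM of not-dependent genes. The same measure was −0.91 for slow against fast genes (permutation p = 0.038), whose ratio also shrank with exonic length, and −0.31 for SPOC-dependent against SPOC-independent genes (permutation p = 0.156). The exonic SmcHD1 ratio also differed in sign between replicates, at a log2 of 0.36 in replicate 1 and −0.82 in replicate 2. The GC content of the SmcHD1 classes differed as well, with medians of 51.4% and 45.2% (permutation p = 3e-05), so the replicate bias acts on the 2 classes unequally. With exonic length and labels permuted within GC tertiles, the SmcHD1 difference had a permutation p of 0.0525, and a dependent gene was the higher of a pair with probability 0.726, 0.550 and 0.659 in the low, medium and high tertile. Whether the SmcHD1 classes differ in initial expression therefore stays open. With span length and labels permuted within GC tertiles, the permutation p was 9e-05 for SPOC, 0.00014 for slow against fast and 1e-05 for SmcHD1. With exonic length the same permutation gave 0.00013 for SPOC and 0.0063 for slow against fast. These values argue against GC content as the whole cause of the SPOC and the slow against fast differences. Neither difference was even across GC tertiles. With exonic length, the probability that a SPOC-dependent gene was higher was 0.728, 0.718 and 0.514 from low to high GC content. For slow against fast genes it was 0.799, 0.542 and 0.558.

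Sox2 had 0 counts in both libraries of an ES cell line. Fragments in same-strand overlaps that were left uncounted are a candidate explanation, since 98.78% of 245 protein-coding genes lying wholly inside another gene of the same strand had 0 counts in both libraries, against 18.4% of 19898 other protein-coding genes. For these nested genes a 0 in the table does not show a lack of expression.

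Of the fibroblast markers, 3 exceeded 10 TPM with span length and 2 with exonic length, but feeder RNA was argued against as their source. The most abundant fibroblast transcripts, of Col1a1, Col1a2 and Col3a1, reached at most 0.284 TPM in either library. Expression of Fn1, Twist1 and Sparc by the mESCs themselves was not tested.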
